A study of Homo sapiens with 6 samples. Its data were reported in "Molecular Signatures of CB-6644 Inhibition of the RUVBL1/2 Complex in Multiple Myeloma" (2024).

How the data were processed

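The data were 6 Omni-ATAC libraries of MM.1S cells, 3 treated with 120 nM CB-6644 for 72 h and 3 with DMSO. Groups and replicate numbers were taken from the labels. The authors aligned reads to hg38 with Bowtie2 and called peaks with MACS3 for each library. The versions and the MACS3 settings are not stated. The peak names in the lists carry words that point to a mapping-quality filter, removal of duplicates and a q threshold, and the lowest -log10 q in the lists ran from 3.01 to 3.33. The fold enrichment in the deposited lists is the ratio of the peak's pile-up to the local background computed by the authors' peak caller, with no scaling between libraries. The -log10 p and -log10 q values in the deposited lists are those of the authors' peak caller for the summit of each peak. These scores and folds are the authors'. They were used to describe, rank or filter peaks within their own list and were not compared between libraries peak by peak. They were also used to recover pile-up and background, and quantities derived from these were compared between libraries, namely background tags per kb, thinned peak lists and summit pile-up over background. The authors' test of differential accessibility used edgeR on read counts, which the lists do not hold, so no such test was made here.

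Coordinates were read on hg38 with a copy of that genome and the GENCODE release 44 annotation, which has 20033 protein-coding genes. The lists were checked against the chromosome lengths, and 0 peaks ran past a chromosome end. Peaks on chromosomes 1 to 22, X and Y were kept. Scripts used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

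The lists give no read totals. Each peak's fold and -log10 p were solved for the pile-up and the local background under a Poisson model with 1 added to both in the fold, and at least 99.99% of the peaks of every list matched that model. The lowest background over the shortest peak length gave background tags per kb, which stood in for depth. The shortest peak was taken as the caller's minimum length, which by default equals its fragment length estimate. This reading is an inference from the lists. It divided the libraries into 2 short-fragment libraries (CB-6644 replicate 2 and DMSO replicate 1) and 4 long-fragment libraries.

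Peaks of all libraries were merged where they overlapped by at least 1 bp. A region was reproducible when at least 2 of the 3 libraries of a group had a peak in it, and group-only when all 3 libraries of a group and none of the other did. Where only top peaks or peaks past a strength cut were kept, group-only means that the other group had no peak past that cut. The background for shares was the set of regions called in exactly 3 libraries drawn from both groups, which have as many calls as group-only regions. Promoters were within 1000 bp of a protein-coding TSS. Regions were assigned to the nearest protein-coding TSS within 200 kb. Every annotated start of a protein-coding transcript counted as a TSS, so a gene can have several. Genes with at least 3 regions of a class were counted and compared with 1000 random draws (seed 7) from the pooled group-only and background regions.

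Library means were compared by exact two-sided permutation of the 6 libraries, overlap by exact one-sided permutation, and shares of regions by two-sided Fisher's exact tests with 0.5 added to each cell for the log2 odds ratio. The smallest p is 0.1 for 3 against 3 libraries and 0.333 for 2 against 2, so no comparison of library means could go below 0.05. Shares carry 95% Wilson intervals. Regions are not replicates, and p-values over regions do not measure variation between libraries. Consensus matches on both strands within 100 bp of the strongest summit were counted for 4 focal motifs (IRF, ATF4-CEBP, MAF and the TCF4 E-box) and 10 others (CEBP, AP-1, CRE, EICE, p53, NF-kB, CTCF, ETS, NFY and STAT). Benjamini-Hochberg adjustment covered the 42 tests. Each consensus was also read in reverse without complementing, as a control of the same composition, its counts were tested against the motif's odds ratio with an exact one-sided test on Fisher's noncentral hypergeometric distribution, and odds were stratified over 5 classes of GC content by the Mantel-Haenszel method. Matching a consensus is not footprinting, which needs reads.

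The genes and regions named follow a rule set before the data were examined. DUSP22, IRF4 and the interval between them, CDK6, RUVBL1, RUVBL2, ATF4, CEBPB, CEBPG, MAF, TCF4, E2F1 and MYC were looked up whatever their values, with 50 kb on each side. The 5 genes with the most regions of each class were named, with ties ordered by mean percentile, as were the 3 regions of each class with the highest lowest-percentile of -log10 p. NF-kB was singled out among the other motifs after its values were seen.

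There were 24 alternatives chosen before the data were examined. They covered -log10 q of at least 5, all sequences, equal numbers of top peaks, the 20000 top peaks, leaving out each library, coverage of at least 50% of a region, windows of 100 bp around summits, 2 of 3 libraries, stricter calls in the calling group, a block by replicate number, other promoter and TSS distances, other annotations and backgrounds, regions outside promoters, motif windows of 50 bp and GC stratification. Another 4 were chosen after seeing the data, namely the 4 long-fragment libraries, the same thinned to the shallowest of them, the same again with only peaks of -log10 p of at least 20, and the 6 libraries thinned to the shallowest. Thinning drew a binomial share of each recovered pile-up so that background tags per kb were equal, since read totals are unknown. The thinned libraries were also read at 7 levels of -log10 p from 8 to 60. The GC strata were applied against background only after the data were seen.

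The steps were tested on simulated data. All of 17963 simulated pile-ups and all 550 simulated group-only regions were recovered. A planted log2 odds ratio of 2.36 was found as 2.14, and 4.8% of 500 null tests fell under 0.05. In the simulation of the GC strata, stratifying took a crude log2 odds ratio of -1.69 to -0.43. Depth differences alone, simulated at 15000 sites without any real difference, gave 6.39 times as many regions in the deeper group, and 4.09 times as many after thinning at the lowest -log10 p. At -log10 p of at least 20 the ratio was 0.882. The thinned result at the lowest -log10 p was therefore not used as evidence, and the size of these simulated ratios depends on the assumed settings. Peaks on other sequences were left out of the results, and reads, footprints and expression were not analysed here.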

Results

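Chromatin accessibility was profiled by Omni-ATAC in MM.1S, an established multiple myeloma cell line, after 72 h with 120 nM CB-6644 or with the DMSO vehicle. CB-6644 inhibits the ATPase activity of RUVBL1 and RUVBL2, which are shared subunits of several chromatin remodeling complexes. Omni-ATAC uses a transposase that inserts adapters into open chromatin, so that sequenced fragments pile up at accessible sites. Each group had 3 replicate libraries, and the authors' peak caller was run on each library separately, which gave 6 peak lists. The comparison asks where chromatin opened or closed after RUVBL1/2 inhibition, at which genes, and at which transcription factor motifs.

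On chromosomes 1 to 22, X and Y, the CB-6644 lists held 59393, 71781 and 58563 peaks in replicates 1, 2 and 3, and the DMSO lists held 79020, 71098 and 65569. The lists give no read totals. The caller's genome-wide background, recovered from the fold and p-value of each peak, stood in for depth: it was 5.67, 3.20 and 7.05 tags per kb in CB-6644 replicates 1, 2 and 3, and 6.40, 9.08 and 8.09 tags per kb in DMSO replicates 1, 2 and 3. The mean was 5.31 ± 1.95 tags per kb with CB-6644 and 7.86 ± 1.35 with DMSO (SD, n = 3 libraries each; exact two-sided permutation test, p = 0.2). By this stand-in the CB-6644 libraries were shallower on average, but it does not settle depth, since read totals are unknown. A site without a peak in them was not detected there rather than shown to be closed.

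The libraries also fell into 2 technical sets that crossed the groups. The shortest peak, below which the caller reports nothing and which follows its estimate of fragment length, was 65 bp in CB-6644 replicate 2 and 91 bp in DMSO replicate 1, against 138 and 139 bp in CB-6644 replicates 1 and 3 and 131 and 152 bp in DMSO replicates 2 and 3. The first 2 libraries are called short-fragment libraries here and the other 4 long-fragment libraries. Values within the 4 long-fragment libraries are given beside the pooled ones. The short-fragment set had 1 library of each group and allowed no test.

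The number of peaks did not separate the groups when all libraries were pooled. It averaged 63246 ± 7403 with CB-6644 and 71896 ± 6761 with DMSO (SD, n = 3 each), a difference of -8650 (exact two-sided permutation test, p = 0.3; the smallest p that 3 against 3 libraries allow is 0.1). Within the fragment-length sets each CB-6644 library had fewer peaks than each DMSO library. The difference was -9355.5 in the long-fragment libraries and -7239 between the 2 short-fragment libraries. It was -12917.7 without CB-6644 replicate 2 and -5087.83 without DMSO replicate 1. It moved most, to -1282.5, in the 4 long-fragment libraries thinned to equal background tags per kb with only peaks of -log10 p of at least 20 kept.

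**Figure D1:**
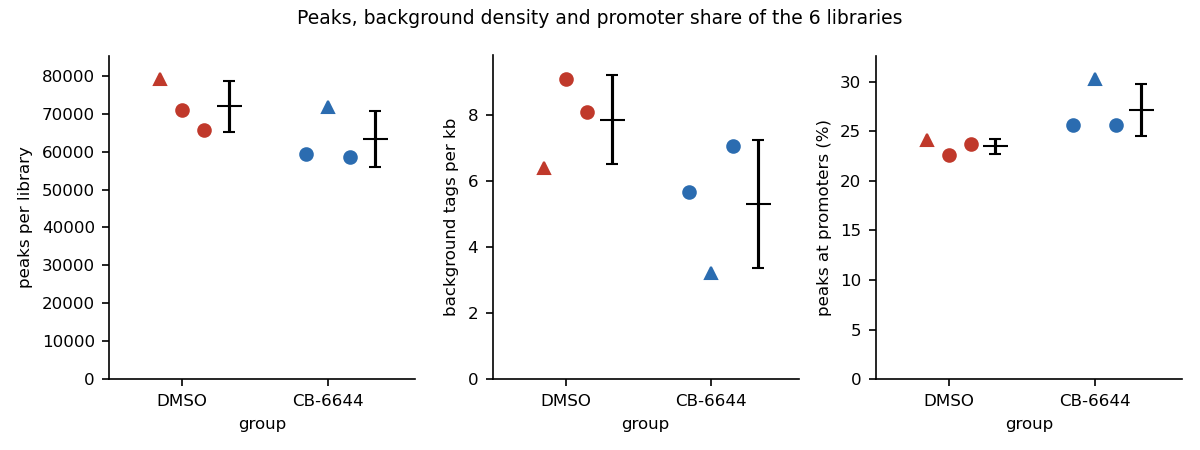
Peaks per library, background tags per kb and the percentage of peaks at promoters (y axes) by group (x axis) for the 6 libraries, with triangles for short-fragment and circles for long-fragment libraries and bars for the group mean ± SD. The 3 CB-6644 libraries sit between 25.6% and 30.2% of peaks at promoters, all above the DMSO libraries.

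Merging peaks that overlapped by at least 1 bp gave 89196 regions, of which 70969 were called in at least 2 of the 3 libraries of a group and 42089 in all 6 libraries. Another 13980 regions were called in 1 library. The peak positions were compared by the Jaccard index, the bases covered in both of a pair of lists over the bases covered in either. The index averaged 0.593 within groups and 0.576 between groups. That difference of 0.0167 was reached by 5 of the 10 splits of the 6 libraries (exact one-sided permutation test, p = 0.5), and it changed sign without DMSO replicate 2, at -0.0298, and also without DMSO replicate 3. It moved most in the 4 long-fragment libraries. Among the long-fragment libraries both within-group indices (0.763 and 0.765) exceeded all 4 between-group indices (at most 0.704), for a difference of 0.0784 (exact one-sided permutation test over the splits of 4 libraries, p = 0.333, the smallest possible). The index of the 2 short-fragment libraries, which are of different groups, was 0.520.

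Regions called in every library of a group and in no library of the other were counted as group-only. There were 4016 DMSO-only regions and 523 CB-6644-only regions. Their median within-library percentile of -log10 p (100 being the strongest peak of a list) was 24.3 and 23.8, against 65.9 for regions called in all 6 libraries, so the group-only regions were mostly weak peaks. The real grouping gave 4539 one-sided regions and the other 9 splits of the 6 libraries gave 138 to 1381. The CB-6644-only count taken alone was exceeded by 1 of the 18 mixed sets of 3 libraries (CB-6644 replicate 2 with DMSO replicates 1 and 2, 1212 regions). Leaving out a library loosens the rule, and the CB-6644-only count rose to 1014 without DMSO replicate 1. The DMSO-only count moved most by ratio, to 733 against 561 CB-6644-only regions, when the 20000 strongest peaks of each library were used.

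**Figure D2:**
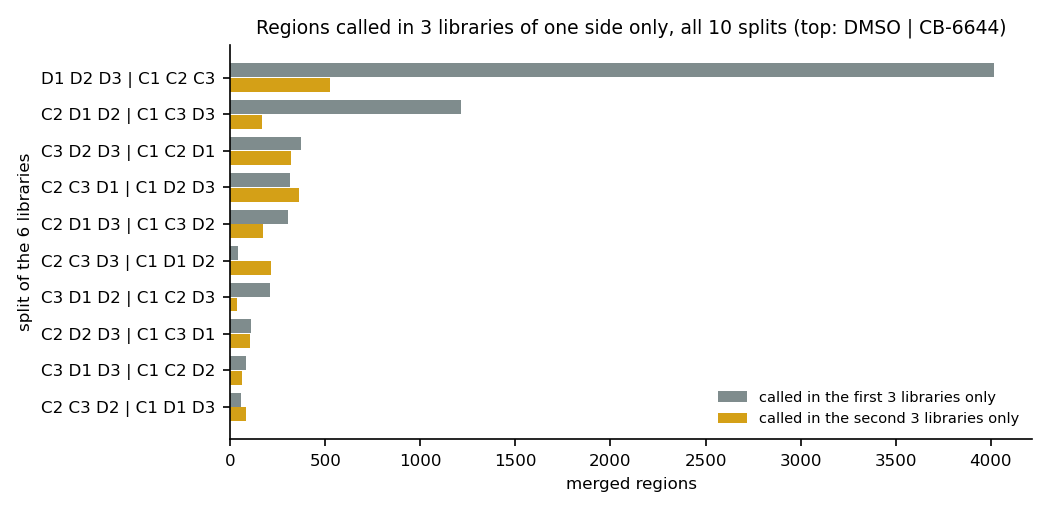
Merged regions (x axis) called in all 3 libraries of one side and in none of the other, for each of the 10 splits of the 6 libraries into 3 and 3 (y axis, with C for CB-6644, D for DMSO and the replicate as a digit). Grey bars are the first 3 libraries named and yellow bars the second, and the real split, at the top, has 4016 and 523 regions.

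The size of this imbalance changed with thinning and with the peak strength required. In the 4 long-fragment libraries there were 7251 DMSO-only and 1566 CB-6644-only regions, a ratio of 4.63. Those libraries were then thinned to equal background tags per kb, which matches the stand-in for depth and not the read totals. With peaks of -log10 p of at least 20 there were then 3416 DMSO-only and 2340 CB-6644-only regions, a ratio of 1.46. At this cut a region can be group-only because the other group's peaks there fell below it. In the thinned libraries the ratio fell from 3.27 to 1.21 as the minimum -log10 p was raised from 8 to 60. Without thinning it was 4.60 at 8 and 9.27 at 60. The DMSO-only regions were more numerous at each of the 7 levels in both series.

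**Figure D3:**
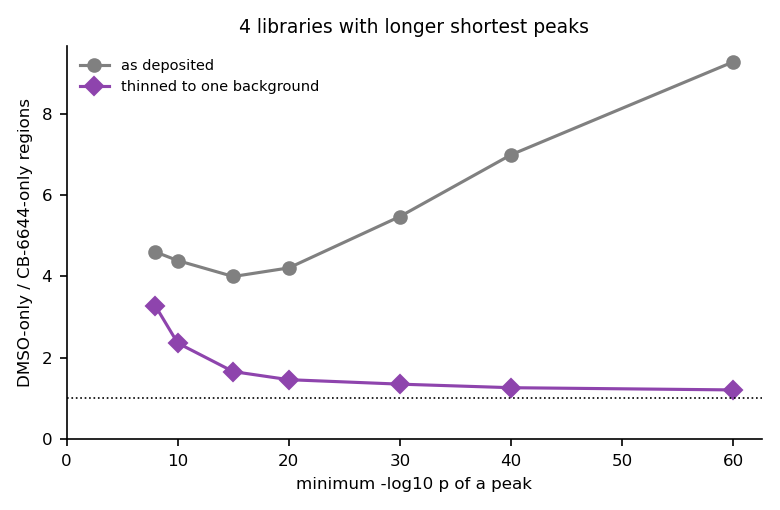
Ratio of DMSO-only to CB-6644-only regions (y axis) in the 4 long-fragment libraries against the minimum -log10 p required of a peak (x axis). Grey circles use the peaks as deposited and purple diamonds the same peaks thinned to equal background. The dotted line marks equal numbers, and the thinned ratio falls from 3.27 to 1.21.

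Changes in accessibility were next placed relative to promoters, defined as within 1000 bp of a protein-coding transcription start site (TSS). Peaks at promoters made up 25.6%, 30.2% and 25.7% of the CB-6644 lists and 24.1%, 22.6% and 23.7% of the DMSO lists. The means were 27.2 ± 2.65% and 23.5 ± 0.779% (SD, n = 3 each), and every CB-6644 library lay above every DMSO library, which is the smallest p the design allows (exact two-sided permutation test, p = 0.1). The difference was 3.69 percentage points over all libraries, 2.47 in the long-fragment libraries and 6.14 between the short-fragment libraries, and it was 2.16 without CB-6644 replicate 2. It moved most, to 0.776 percentage points, in the long-fragment libraries thinned to equal background with peaks of -log10 p of at least 20.

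Group-only regions were rarely at promoters. The share was 175 of 4016 DMSO-only regions (4.36%, 95% Wilson interval 3.77 to 5.03%) and 28 of 523 CB-6644-only regions (5.35%, 3.73 to 7.63%). It was 31.7% (31.3 to 32.1%) in regions called in all 6 libraries. These intervals cover counting error only. Because regions called in few libraries are weaker and less often at promoters, the background was the 4225 regions called in exactly 3 libraries from both groups, of which 379 (8.97%, 8.15 to 9.87%) were at promoters. Against it, the log2 odds ratio was -1.11 (SE 0.14; Fisher's exact test, p = 3.2e-17) for DMSO-only and -0.78 (SE 0.29; Fisher's exact test, p = 0.0047) for CB-6644-only regions. In the long-fragment libraries the values were -0.81 and -1.14, and the DMSO-only value was -0.59 without CB-6644 replicate 2. The largest shift came from taking the regions called in all 6 libraries as background, which gave -3.34 and -3.01.

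Genes with several changed sites were then sought by assigning each region to the nearest protein-coding TSS within 200 kb. There were 120 genes with at least 3 DMSO-only regions. The number averaged 91.4 and reached at most 119 in 1000 random draws of as many regions from the group-only and background regions (one-sided permutation test by these draws, p = 0.001, the smallest they can give). No gene had at least 3 CB-6644-only regions, where the draws averaged 0.394, and 15 genes had 2 or more. For DMSO-only regions 502 genes had 2 or more. The number of genes with at least 3 CB-6644-only regions was 26 in the long-fragment libraries thinned to equal background with -log10 p of at least 20. The DMSO-only count ranged from 5 genes with the 20000 top peaks of each library to 470 genes when 2 of 3 libraries sufficed, and it was 261 without DMSO replicate 1. The gene with the most DMSO-only regions was NFIA (ENSG00000162599.18, chromosome 1, 60865259 to 61462788), with 7 regions between 60899008 and 61545162. Each lay 0.633 to 138 kb from the nearest of the annotated NFIA TSSs, not from a single one. SGK1 (ENSG00000118515.12, chromosome 6, 134169248 to 134318112) had 6, and TBL1XR1, MALRD1 and ST3GAL1 had 5 each. In the long-fragment libraries thinned to equal background with peaks of -log10 p of at least 20, NFIA, SGK1, MALRD1 and ST3GAL1 had 3 DMSO-only regions each and TBL1XR1 had 5. With the 20000 top peaks of each library, NFIA, SGK1 and MALRD1 had 0. Their regions had mean percentiles of 27.9, 24.5 and 37.8, so a cut that keeps only the strongest peaks removed them largely by construction. ZNF281, RAB30, LY86, RALY and SND1 led the CB-6644-only list with 2 regions each.

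The DUSP22 and IRF4 genes lie in tandem on chromosome 6 (291630 to 411443 in hg38, 120 kb). This interval held 22 merged regions, 10 of them called in all 6 libraries, 3 DMSO-only and 2 CB-6644-only. Within DUSP22 (ENSG00000112679.15), an intronic region at 316476 to 316848 was DMSO-only, at the 33.6th to 44.7th percentile of -log10 p in its libraries, and an intronic region at 313132 to 313490 was CB-6644-only, at the 15.6th to 23.4th percentile. Within IRF4 (ENSG00000137265.16), exonic regions at 397101 to 397270 and at 398742 to 399169 were DMSO-only, and an intronic region between them, at 397703 to 397868, was CB-6644-only, at the 22.9th to 54.4th percentile. Another DMSO-only region lay downstream of IRF4 at 414538 to 414745. The weakest of these DMSO-only peaks was at the 1.12th percentile of its list. After thinning to equal background at -log10 p of at least 20, 2 DMSO-only regions and 1 CB-6644-only region were called within 50 kb of DUSP22, and 1 and 0 within 50 kb of IRF4. With equal numbers of top peaks per library, no DMSO-only region was called within 50 kb of IRF4. Both promoters had a peak in all 6 libraries.

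**Figure D4:**
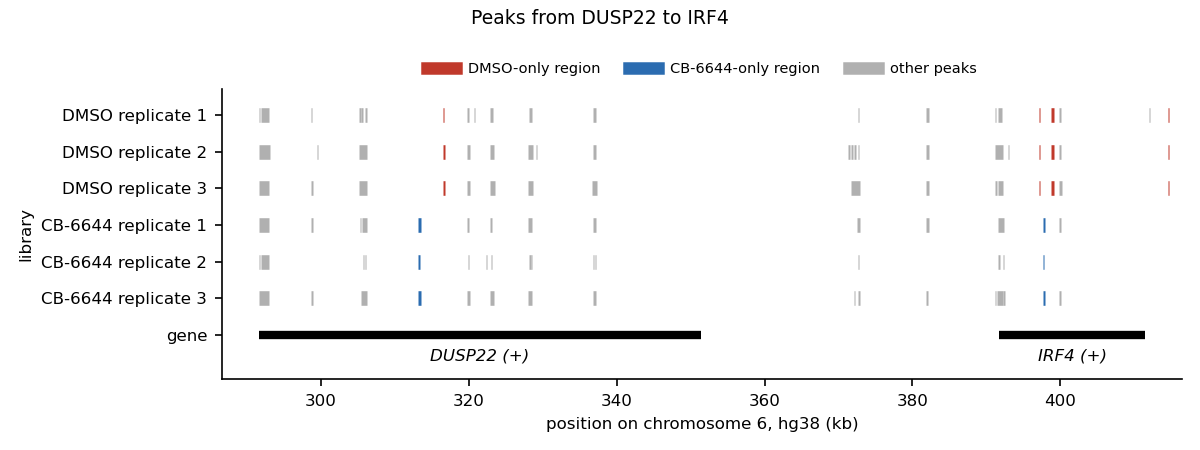
Peaks of each library (rows) across DUSP22 and IRF4 on chromosome 6 (x axis, position in kb, hg38), drawn to scale. Red marks regions called in all 3 DMSO libraries and no CB-6644 library, blue marks the reverse, and grey marks other peaks. Between the genes' outer ends there are 3 red and 2 blue regions.

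CDK6 (ENSG00000105810.10, chromosome 7, 92604921 to 92836573, minus strand) had 4 DMSO-only and 0 CB-6644-only regions within 50 kb. They lay at 92613326 to 92613630, over an exon and UTR, in introns at 92634180 to 92634443 and 92793778 to 92794103, and 43.7 kb from the CDK6 TSS at 92880145 to 92880460. With the long-fragment libraries thinned to equal background and -log10 p of at least 20, 3 DMSO-only regions were called. RUVBL1, RUVBL2, ATF4, CEBPB, CEBPG, MAF, TCF4, E2F1 and MYC had no group-only region within 50 kb, and each had a promoter peak in all 6 libraries. That count of 0 did not hold for each of them under other settings. TCF4 had 4 DMSO-only regions in the long-fragment libraries thinned to equal background with -log10 p of at least 20. RUVBL2 had 2 in the long-fragment libraries as deposited. MYC had 2 CB-6644-only regions when 2 of 3 libraries sufficed. RUVBL1 had 1 with the 20000 top peaks of each library, and E2F1 had 1 with windows around summits. All 6 merged regions at RUVBL1 and all 9 at E2F1 were called in all 6 libraries, so these calls do not show regions without DMSO peaks. Under a strength cut, a group-only region can hold weaker peaks of the other group.

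The DMSO-only region with the highest lowest-percentile over its 3 libraries lay on chromosome 11 at 61949475 to 61950202, over an exon and UTR of BEST1, 225 bp from its TSS, at the 91.6th to 92.9th percentile of -log10 p. The next were an intronic region of RNF187 on chromosome 1 (228490374 to 228490769, 81.2nd to 87.8th percentile) and an intergenic region on chromosome 7 (115707214 to 115707705, 80.6th to 84.4th percentile), 261 kb from the TFEC TSS, whose 41 bp around the summit read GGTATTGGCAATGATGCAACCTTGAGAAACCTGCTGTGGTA. Within 100 bp of the summit all 3 matched the ATF4-CEBP consensus and the TCF4 E-box, and the last also matched NF-kB. The leading CB-6644-only regions were intergenic on chromosome 1 (200512321 to 200512578, 62.1st to 70.8th percentile, nearest TSS ZNF281, AP-1 match), intergenic on chromosome 3 (107143311 to 107143549, 61.3rd to 77.0th percentile, nearest TSS CCDC54, E-box match) and in an intron of PTPRF on chromosome 1 (43569226 to 43569494, 55.8th to 69.9th percentile). The PTPRF region read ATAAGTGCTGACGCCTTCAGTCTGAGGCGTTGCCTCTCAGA around its summit and matched the MAF and NF-kB consensus within 100 bp. All 6 regions stayed group-only in the 4 long-fragment libraries thinned to equal background with -log10 p of at least 20. None of the 3 CB-6644-only regions could when only the 20000 top peaks of each library were used. In CB-6644 replicate 3, with 58563 peaks, all 3 ranked below that cut, so this outcome was fixed in advance.

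Motif content was compared by consensus matches within 100 bp of each region's strongest summit. The 4 focal motifs are those of factors that the study named after footprinting a whole motif collection in these same libraries. Agreement with the study on them is therefore not independent evidence. The IRF consensus GAAANNGAAA occurred in 17.2% of DMSO-only and 4.21% of CB-6644-only regions (log2 odds ratio 2.21, SE 0.32; Fisher's exact test, adjusted p = 2.6e-17). The ATF4-CEBP consensus TGATGNAA occurred in 12.7% and 2.10% (log2 odds ratio 2.70, SE 0.44; Fisher's exact test, adjusted p = 3.2e-16). The MAF consensus TGCTGAC went the other way, with 3.16% of DMSO-only and 17.8% of CB-6644-only regions (log2 odds ratio -2.73, SE 0.21; Fisher's exact test, adjusted p = 7.3e-32), as did the TCF4 E-box CAGGTG with 22.4% and 41.5% (log2 odds ratio -1.29, SE 0.14; Fisher's exact test, adjusted p = 1.4e-18). The p-values were adjusted by Benjamini-Hochberg over 42 tests, 14 motifs in 3 comparisons, and regions, not libraries, were the unit. The 4 log2 odds ratios in the long-fragment libraries were 1.77, 2.22, -2.42 and -1.28. Stratifying by GC content moved IRF and the E-box most, to 1.41 and -0.72, and left ATF4-CEBP at 2.57 and MAF at -2.74.

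Against the background regions, ATF4-CEBP matches were more frequent in DMSO-only regions (log2 odds ratio 2.16, SE 0.14) and did not differ in CB-6644-only regions (-0.54, SE 0.45; Fisher's exact test, adjusted p = 0.31). That last value was past an adjusted p of 0.05 when any DMSO library was left out, at -1.04 without DMSO replicate 1. MAF matches were more frequent in CB-6644-only (1.95, SE 0.19) and less frequent in DMSO-only regions (-0.78, SE 0.16). With the 20000 top peaks the DMSO-only MAF value was -0.76 and no longer past an adjusted p of 0.05. IRF matches were more frequent in DMSO-only (0.92, SE 0.10) and less frequent in CB-6644-only regions (-1.29, SE 0.32), where the value was -0.44 and no longer past an adjusted p of 0.05 without CB-6644 replicate 1. The E-box showed -0.41 (SE 0.07) in DMSO-only and 0.89 (SE 0.14) in CB-6644-only regions. For the comparisons of DMSO-only regions with background, stratification by GC content reduced the IRF log2 odds ratio to 0.20 and the E-box value to 0.032, neither past an adjusted p of 0.05 by the Cochran-Mantel-Haenszel test.

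**Figure D5:**
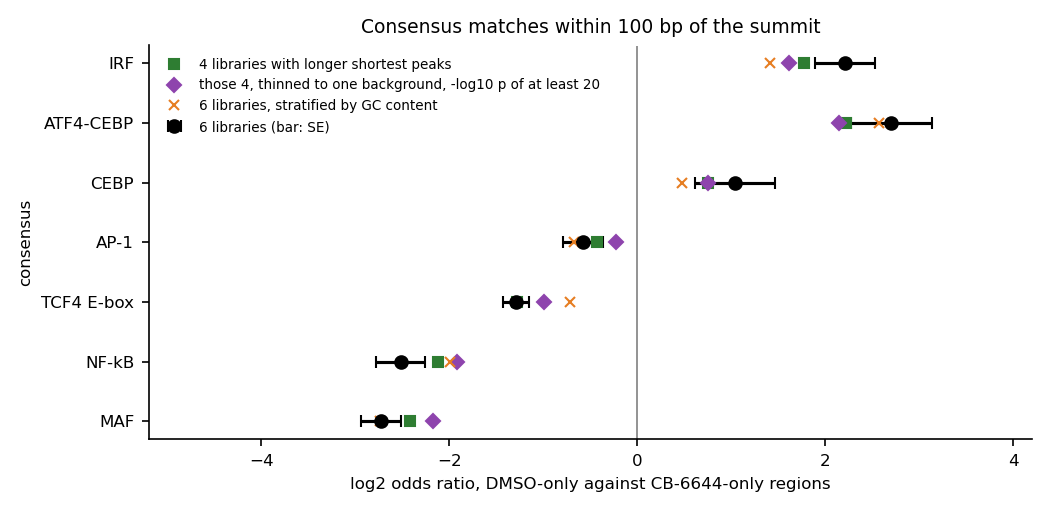
Log2 odds ratio of a consensus match in DMSO-only against CB-6644-only regions (x axis) for the 4 focal motifs and the 3 others past an adjusted p of 0.05 (y axis). Black circles with SE bars are the 6 libraries, green squares the 4 long-fragment libraries, purple diamonds those 4 thinned to equal background with -log10 p of at least 20, and orange crosses the 6 libraries stratified by GC content. MAF and NF-kB lie at -2.73 and -2.52 and ATF4-CEBP at 2.70 in the 6 libraries.

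Among the 10 other motifs tested, 3 passed the same threshold between DMSO-only and CB-6644-only regions. The NF-kB consensus occurred in 2.02% of DMSO-only and 10.5% of CB-6644-only regions (log2 odds ratio -2.52, SE 0.26; Fisher's exact test, adjusted p = 9.1e-18). CEBP (1.04, SE 0.43) and AP-1 (-0.58, SE 0.21) differed less, with adjusted p of 0.015 and 0.022 by Fisher's exact test. Neither was past an adjusted p of 0.05 without CB-6644 replicate 2 (CEBP 0.62, AP-1 -0.36). The same held for CEBP when stratified by GC content (0.47) and for AP-1 in the thinned long-fragment libraries at -log10 p of at least 20 (-0.22). NF-kB was -2.12 in the long-fragment libraries. The CRE, EICE, CTCF, ETS, NFY and STAT motifs did not pass. The p53 consensus was matched in 1 CB-6644-only region, 0 DMSO-only regions and 0 background regions, too few to compare.

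The share of all peaks of a library with a motif followed the same directions. ATF4-CEBP matches were in 2.62 ± 0.176% of CB-6644 peaks and 3.85 ± 0.130% of DMSO peaks, MAF matches in 5.70 ± 0.190% and 4.81 ± 0.0162%, and E-box matches in 28.7 ± 0.125% and 27.3 ± 0.557% (SD, n = 3 libraries each). For each of these 3 motifs every CB-6644 library lay on the same side of every DMSO library (exact two-sided permutation test, p = 0.1, the smallest possible). IRF matches were in 8.20 ± 1.57% and 10.1 ± 1.14% (SD, n = 3 each), and the groups overlapped when all libraries were pooled (exact two-sided permutation test, p = 0.3). Within the fragment-length sets each CB-6644 library was below each DMSO library, at 9.18% and 9.03% against 10.6% and 10.8% in the long-fragment set and 6.39% against 8.76% in the short-fragment set, a difference of -2.38 percentage points. The pooled IRF difference of -1.87 percentage points was -0.967 without CB-6644 replicate 2 and -2.53 without DMSO replicate 1, where the groups no longer overlapped. In the long-fragment libraries the differences between CB-6644 and DMSO were -1.20, 1.01, 1.65 and -1.62 percentage points for ATF4-CEBP, MAF, the E-box and IRF.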

Values the study reported

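The study reported about 80,000 reproducible open chromatin regions in MM.1S cells. By the authors' edgeR test, 4486 regions lost and 1995 regions gained accessibility after CB-6644. The authors found several regions of reduced accessibility for 144 expressed genes and several regions of increased accessibility for 33. They used a 125k-bp region with DUSP22 and IRF4 as an example.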

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

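The alternatives with the 4 long-fragment libraries, and those with thinned libraries, were tests chosen after the results were seen. The GC strata against background were also chosen then, and the other alternatives were set beforehand. Over 28 alternative settings, 1235 values were recomputed. A value was taken as the same when it kept its direction and call or stayed within its spread. A count was taken as the same when it changed by at most 1.5-fold. Of the values that answer a comparison, 223 stayed the same, 40 moved and 2 reversed. Of the others, 875 stayed the same, 13 were weaker, 3 stronger, 75 moved and 4 reversed. Where no cause is given, the cause was not tested.

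Leaving out a library loosens the rule for a group-only region, so counts rose by construction. Across the 6 fits that each left out a library, CB-6644-only regions ranged from 654 to 1014 (the latter without DMSO replicate 1), DMSO-only regions from 4607 to 5900, and genes with at least 3 regions from 0 to 3 (CB-6644-only) and from 160 to 261 (DMSO-only, the latter without DMSO replicate 1). The overlap of libraries within and between groups differed by -0.0298 to 0.0640, and was reversed without DMSO replicate 2 (-0.0298) or 3 (-0.0284). The cause was not tested. The overlap has no value for regions covered by at least 50%.

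In the 4 long-fragment libraries there were 1566 CB-6644-only and 7251 DMSO-only regions, with 9 and 381 genes with at least 3 regions. Thinned, these were 1659 and 6913, with 11 and 353 genes. Thinned with -log10 p of at least 20, CB-6644-only regions rose to 2340, with 26 genes, and reproducible regions fell to 47311. Thinning all 6 libraries gave 1 and 67 genes. Needing fewer libraries raises counts by construction. When 2 of 3 libraries sufficed, there were 1589 and 8070 regions, with 9 and 470 genes. Needing 50% coverage gave 328 CB-6644-only regions. Equal numbers of top peaks gave 1063 and 1857 regions, with 3 and 21 genes. The 20000 top peaks gave 733 DMSO-only and 22190 reproducible regions, with 1 and 5 genes. A TSS within 50 kb gave 42 genes with DMSO-only regions.

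With the replicate number as a replicate block, regions called in a single library of the pair in at least 2 of 3 pairs, and in no pair the other way, numbered 2373 (CB-6644-only) and 11235 (DMSO-only). The numbers do not pair the libraries: correlations of same-numbered libraries were -0.172, -0.115 and 0.122, against 0.263 for CB-6644 replicate 2 with DMSO replicate 1.

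More DMSO-only than CB-6644-only regions were found in 20 of 20 settings compared, the reported one included, at ratios of 1.31 to 11.5. The 4 focal motif odds kept direction and threshold in all 21 alternatives each, from 1.41 to 2.95 for IRF, 2.15 to 3.29 for ATF4-CEBP, -2.84 to -2.18 for MAF and -1.49 to -0.72 for the E-box. Promoter odds stayed below 0 on the log2 scale, from -3.34 to -0.59 (DMSO-only) and -3.01 to -0.48 (CB-6644-only). Against background, the E-box in DMSO-only regions reversed with the 20000 top peaks (0.42) and over GC strata (0.032), and ATF4-CEBP in CB-6644-only regions reversed with the 20000 top peaks (0.050) and when thinned with -log10 p of at least 20 (0.094). Depth limits the counts of group-only regions, since a site without a peak in a shallower library was not detected there.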

Other observations

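The tests chosen only after the results were seen were the counts over splits of the libraries, the comparison of signal over background, the comparison of short-fragment regions, the comparisons in the 4 long-fragment libraries, their thinning at the lowest -log10 p, at 20 and at the other levels, the simulation of depth, the choice of NF-kB for these tests, the GC strata against background, the reversed ATF4-CEBP string against background, and the exact tests of the reversed strings against the odds ratio of their motif. The pooled GC strata and reversed strings of the 4 focal motifs and the p53 test were set before their results were seen.

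There were more DMSO-only than CB-6644-only regions, and 1 of the 10 splits of the 6 libraries, the real one, gave as many one-sided regions. With 3 against 3 libraries that share is never under 0.1, so the splits cannot exclude a chance arrangement. The number of one-sided regions adds both sides, so it does not test the imbalance between them. The most lopsided mixed split had 1212 against 169 regions, where the real one had 4016 against 523. A lower depth of the CB-6644 libraries, inferred from their background, is a candidate explanation for part of the excess. Thinned at the lowest -log10 p, the 4 long-fragment libraries kept a ratio of 4.17, but simulated depth differences alone left 4.09 after the same step, so the value decides nothing. At -log10 p of at least 10, 20 and 40 the ratio was 2.36, 1.46 and 1.26, and simulated depth differences alone gave 0.682, 0.882 and 0.738. The observed ratio stayed above the simulated one, but the simulated values rest on assumed settings and read totals are unknown. Depth and treatment cannot be told apart for the size of the excess, because the observed ratio moves with the level and only the background was matched. Lower signal-to-noise after CB-6644 was tested by the summit pile-up over background at regions called in all 6 libraries, and the ratio of CB-6644 to DMSO was 0.992 in the long-fragment libraries. The libraries overlapped (80.6 and 75.5 against 84.1 and 73.2). In the short-fragment pair the value was higher with CB-6644 (159 against 124), and the means over all libraries were 105 and 93.6. Over the 6 libraries, however, the value fell as the shortest peak rose, from 159 at 65 bp to 73.2 at 152 bp. The measure thus followed fragment length and cannot speak for or against lower signal-to-noise. The short-fragment pair is also a single library of each group, and the long-fragment groups overlapped, too few to decide. A real loss of accessible sites after CB-6644 may contribute to the excess and stays open.

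Group-only regions were less often at promoters than the background, and 1 of the 10 splits, the real one, gave promoter odds as far below 1 on both sides, which 3 against 3 libraries cannot take further. Calls shared by the short-fragment libraries might have filled the background with promoters. In the 4 long-fragment libraries with their own background the log2 odds ratios were -0.81 (DMSO-only) and -1.14 (CB-6644-only), which argues against those calls as the whole cause. The DMSO-only value was -0.59 without CB-6644 replicate 2. A treatment effect away from promoters is a hypothesis that these data leave open.

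Motif content differed between DMSO-only and CB-6644-only regions, and 1 of the 10 splits, the real one, gave as large a sum of the 4 absolute log2 odds ratios (8.94, against at most 5.40). A single motif reached 2.81 in another split, and 10 splits cannot go under 0.1. The 4 motifs were also named by the study from the real grouping of these libraries, which can favour the real split. GC content was tested by stratification. The log2 odds ratios stayed at 1.41 for IRF, 2.57 for ATF4-CEBP, -2.74 for MAF, -0.72 for the E-box and -1.99 for NF-kB. These values argue against GC content as the whole cause, least so for the E-box. In a simulation the strata took a log2 odds ratio of -1.69 to -0.43, so they may leave part of a GC effect. Against background, stratification left IRF at -1.14 in CB-6644-only regions and ATF4-CEBP at 2.00 in DMSO-only regions. It left MAF at -0.81 in DMSO-only and 1.86 in CB-6644-only regions, and the E-box at 0.83 in CB-6644-only regions. In DMSO-only regions against background, the strata brought the E-box to 0.032, and its reversed string also differed (-0.74), so GC content is a candidate explanation there. The strata brought IRF to 0.20, but its reversed string, of the same composition, did not differ (-0.031), and GC content and the motif cannot be told apart there because these tests disagree.

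Base composition was tested with the reversed strings. Between DMSO-only and CB-6644-only regions these gave log2 odds ratios of 0.33 for IRF, -0.39 for the E-box, -0.45 for NF-kB and 1.82 (SE 2.08) for MAF. The MAF value is imprecise, since the reversed string was in 13 DMSO-only and 0 CB-6644-only regions. Each reversed string was therefore tested against the odds ratio of its motif, taken at the end of its 95% interval nearer to no difference. The one-sided exact p was 0.0016 for IRF, 0.0015 for MAF, 0.011 for the E-box and 1.3e-05 for NF-kB. This argues against base composition as the whole cause for IRF, the E-box and NF-kB. For MAF it cannot decide, because the reversed string CAGTCGT holds a CG pair that the motif lacks. That string was in 0.32% of DMSO-only regions, against 3.16% for the motif. The reversed ATF4-CEBP string gave 1.69 (Fisher's exact test, p = 0.0042) and was not apart from its motif (exact one-sided p = 0.57), so motif and composition cannot be told apart there, because few CB-6644-only regions hold either string. Against background, the reversed string gave 0.42 in DMSO-only regions, well under the 2.16 of the motif. In the same comparison the reversed NF-kB string gave -0.84, close to the -0.99 of the motif. The reversed MAF string gave -0.85 (SE 0.49) there, close to the -0.78 of the motif. Base composition is therefore not argued against for NF-kB in DMSO-only regions against background. For MAF the reversed string cannot decide there either, since it holds the CG pair. Loss of accessibility at ATF4-CEBP and IRF sites and gain at MAF, E-box and NF-kB sites after CB-6644 may explain these differences. The study, however, found no increase in accessibility at MAF and TCF4 motifs, although its footprints gave more binding there. It also reported that regions gaining accessibility were enriched in TCF4 sites from public ChIP-seq data. A gain at MAF and E-box sites is therefore not settled. These explanations are hypotheses, found and tested on the same regions, and no binding was measured here.

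Regions called only in CB-6644 replicate 2 and DMSO replicate 1 numbered 2721, more than those of CB-6644 replicates 1 and 3 (445) or DMSO replicates 2 and 3 (1884). Shorter fragments in those libraries are a candidate explanation. The regions were 5.99 percentage points richer in GC than those of the 14 other pairs (51.6% against 45.6%), and 8.31% against 6.38% were at promoters. Regions of the pair of CB-6644 replicate 2 and DMSO replicate 2, which differ in fragment length, had 51.1%, and the share at promoters was higher in 3 other pairs. So fragment length and other library differences cannot be told apart. No biological explanation was tested, since the pair holds a library of each group.

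The p53 consensus was looked for as a sign of p53 binding at sites opened after CB-6644. It occurred in 1 CB-6644-only region and in 0 background regions, too few to decide.

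The number of CB-6644-only regions here was 523. It is lower than the number of regions with increased accessibility that the study reports. That order depends on the setting, since the long-fragment libraries thinned with -log10 p of at least 20 gave 2340 regions, which is higher. Some of those can hold weaker DMSO peaks below that cut. The number of genes with at least 3 CB-6644-only regions here was 0. It is lower than the number of genes the study reports with several regions of increased accessibility. In that thinned setting 26 genes had at least 3 CB-6644-only regions, which is also lower. There were 4016 DMSO-only regions and 120 genes with at least 3 of them. These are also lower than the numbers the study reports for decreased accessibility. That order too depends on the setting, since the long-fragment libraries gave 7251 regions and 381 genes, which are higher. Leaving out a library gave at least 4607 regions and 160 genes, also higher. The study's text does not say how many regions per gene it required. At least 2 DMSO-only regions were assigned to 502 genes, which is higher than the study's number. At least 2 CB-6644-only regions were assigned to 15 genes, which is lower. The study tested read counts and the counts here are of peak calls. Its genes were expressed genes, assigned by the GREAT tool to regions past its FDR and fold-change thresholds. The genes here were protein-coding genes whether expressed or not, assigned by the nearest TSS within 200 kb. The gene numbers are therefore not of the same measure.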
